A study of Mus musculus with 8 samples. Its data were reported in "Liver RBFOX2 regulates cholesterol homeostasis via Scarb1 alternative splicing in mice" (2022).

How the data were processed

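Liver RNA from mice given 30% (w/v) fructose in drinking water for 22 weeks was measured by RNA-seq in 5 wild-type (WT) mice and 3 mice whose hepatocytes lacked Rbfox2 (Rbfox2 KO). Rbfox2 encodes an RNA-binding protein that regulates splicing, and it was deleted by a Cre recombinase expressed from the albumin promoter. Groups and sample numbers were taken from the sample labels.

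The deposited values are raw read counts per Ensembl gene, which the authors made from poly(A)-selected, paired-end libraries. The authors aligned the reads to the mouse genome GRCm38 with TopHat2 as strand-specific libraries, and counted reads per gene with featureCounts. Whether counting used strand, and how reads with several alignments were treated, was not stated, so values of overlapping, antisense or near-identical genes are uncertain. The authors named DESeq2 and edgeR-voom-limma as their tools for differential expression, with an adjusted p-value of 0.05 and no fold change limit. Which of them served this comparison was not stated.

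The table held 46078 genes, of which 45143 had a symbol in the GENCODE mouse release M21 annotation of the same build, and 0 of its sample columns were left without a sample. Total counts ran from 24829693 to 37823155 per sample. A level of 3 counts, taken as the smallest a sample can show, equals 0.0793 to 0.121 CPM, the usual count scaled by library size. Such floors, and the 95% Wilson intervals given for shares of counts, cover counting error only, since reads without molecular identifiers are not independent molecules.

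Genes were filtered with filterByExpr of edgeR, which left 14654, and libraries were scaled by trimmed mean of M-values (TMM) factors. Group differences were tested with the robust quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment at 0.05. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. CPM values are TMM-scaled. Group means of log2 CPM, of the log2 of a summed CPM, or of total counts were compared with two-sided exact permutation tests. These ran over the 56 splits of 8 samples into groups of 5 and 3, whose smallest possible p is 0.0179. Gene sets were tested with camera of limma 3.58.1 on log2 CPM (prior count 2), two-sided, with an inter-gene correlation of 0.01 and adjustment over 5 sets. The value of a set is the median log2 fold change of its genes minus the median of all tested genes. Separation of whole profiles was the mean Euclidean distance between groups minus that within groups, with a one-sided exact permutation test.

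The designs, gene lists and most alternatives were fixed before the data were examined. Genes named in the text were Rbfox2, Rbfox1, Rbfox3, 16 genes the study discusses, the genes with the largest changes among those past the threshold, and the 3 members with the smallest adjusted p of a set past its threshold. Alternatives covered the scaling, the filter on low counts, DESeq2 1.42.0, limma-voom with and without sample quality weights, a non-robust fit, the threshold, other set tests, and leaving out each sample in turn. DESeq2 was run without its own filter on low means (independent filtering), and 39 genes had no p after its outlier filter. The repeat of DESeq2 without each sample in turn, and a list of skeletal muscle genes, were chosen after the data were seen.

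The labels number the samples of both groups, and 3 numbers occur in both. They are different mice, and nothing in the labels says that equal numbers share a cage, litter or batch. A fit with the sample number as a block was run beside the fit without it.

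The procedure was tested on simulated counts for 14654 genes with the means, dispersions and library sizes of these samples, of which 200 were changed. edgeR found 87 of 100 genes changed by a log2 step of 2 and 55 of 100 changed by a step of 1, with 11 unchanged genes among 153 calls (7.19%). DESeq2 found 92 and 63, with 42 unchanged genes among 197 calls (21.3%). With no gene changed, edgeR made 0 calls and DESeq2 made 14. Each setting was simulated in a single run, with genes drawn independently. Variation that many genes of a sample share was thus not simulated, and these rates may not hold for the real samples. The values of 1 gene of the lists are not reported here on their own. Splicing was not analysed here, since counts per gene do not resolve it.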

Results

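RNA-seq read counts were compared between livers of 5 WT mice and 3 mice with hepatocyte deletion of Rbfox2, all given fructose in drinking water for 22 weeks. The comparison addresses which transcripts change when this splicing regulator is lost from the liver under an obesogenic diet. Total counts were 27314057, 31463953, 34680661, 29797812 and 29928673 in WT 1 to 5, and 24829693, 26952295 and 37823155 in Rbfox2 KO 1 to 3. The totals did not differ between groups by an exact permutation test (p = 0.839). The 21 major urinary protein (Mup) genes took 6.54% of counts in Rbfox2 KO 1 and 35.3% in WT 3, the extremes of the 8 samples, and the TMM factors of these samples were 1.29 and 0.821. No pair of samples within a group agreed within sampling noise, with chi-square per degree of freedom between 41.8 and 318, so each was used as 1 replicate.

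The deleted gene was examined first. Rbfox2 (ENSMUSG00000033565) is a protein-coding gene on chromosome 15 of GRCm38, from 77078990 to 77307004 on the minus strand. Its level was 18.9 ± 3.39 CPM (SD, n = 5) in WT and 9.28 ± 2.84 CPM (SD, n = 3) in Rbfox2 KO livers, or 49.0% of WT. The WT samples had 13.96, 20.5, 19.0, 17.9 and 23.2 CPM, and the Rbfox2 KO samples had 6.84, 8.61 and 12.4 CPM. Every Rbfox2 KO sample was below every WT sample, with an exact permutation p of 0.0179, the smallest the design allows. The log2 fold change was -1.03 ± 0.21 (SE), with an edgeR adjusted p of 0.328 over all tested genes. The alternative that moved the edgeR adjusted p most left out Rbfox2 KO 1 and gave 0.772, with a log2 fold change of -0.85. The DESeq2 Wald test was the alternative that changed the call, with a log2 fold change of -1.03 and a DESeq2 adjusted p of 0.0019. Rbfox1 was near the detection floor, at 0.256 ± 0.225 CPM (SD, n = 5) in WT and 0.199 ± 0.344 CPM (SD, n = 3) in Rbfox2 KO. Rbfox3 was at 0.790 ± 0.139 CPM (SD, n = 5) and 0.808 ± 0.0223 CPM (SD, n = 3).

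**Figure D1:**
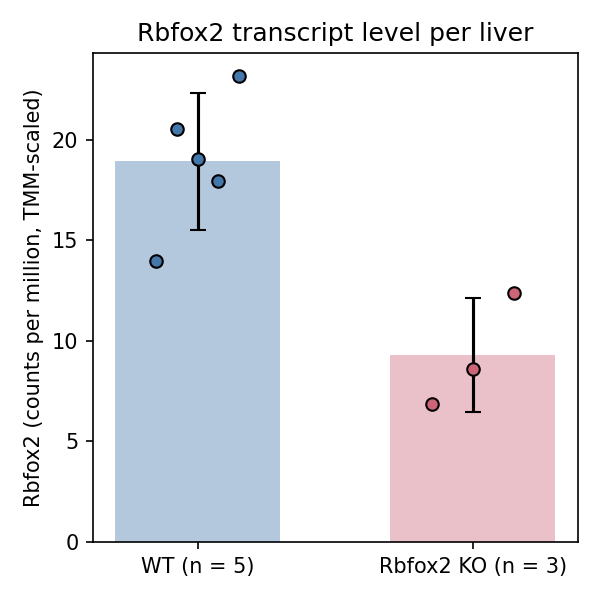
Rbfox2 in CPM (TMM-scaled, y axis) in WT and Rbfox2 KO livers (x axis), with points for single livers, bars for group means and error bars for the SD. The 3 Rbfox2 KO livers lie between 6.84 and 12.4 CPM, below the 5 WT livers at 13.96 to 23.2 CPM.

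Across the transcriptome, 0 of 14654 tested genes passed an edgeR adjusted p of 0.05. At an unadjusted p under 0.05 there were 694 genes, 353 higher and 341 lower in Rbfox2 KO, where chance alone gives 732.7. Over the other splits of the 8 samples the median count was 462. Of all 56 splits, 18 had a count as large, the real one included. The groups did not overlap in CPM for 543 genes, a share of 3.71% against 3.57% by chance. The alternative that moved the count most was the DESeq2 Wald test, which called 59 genes, 22 higher and 37 lower. Of these, 8 were Mup genes or pseudogenes, which may not be independent calls since the counting of near-identical genes is uncertain. All 59 had an unadjusted edgeR p under 0.05, and 52 were among the 59 genes with the smallest edgeR p. In simulated counts, 21.3% of the DESeq2 calls were unchanged genes. The smallest edgeR adjusted p was 0.0862, for Ggcx, a gene chosen after its values were seen. Ggcx (ENSMUSG00000053460) lies on chromosome 6 from 72414308 to 72430712 on the plus strand. It had 21.1 ± 2.40 CPM (SD, n = 5) in WT and 10.7 ± 0.545 CPM (SD, n = 3) in Rbfox2 KO, a log2 fold change of -0.97 ± 0.12 (SE).

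Whole profiles did not separate by genotype. The mean distance between groups exceeded that within groups by 1.96 on the log2 CPM scale (exact permutation p = 0.286, one-sided). The alternative that moved it most left out Rbfox2 KO 2 and gave 5.35 (exact permutation p = 0.143). The first principal component held 31.1% of the variance and the second 23.6%.

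**Figure D2:**
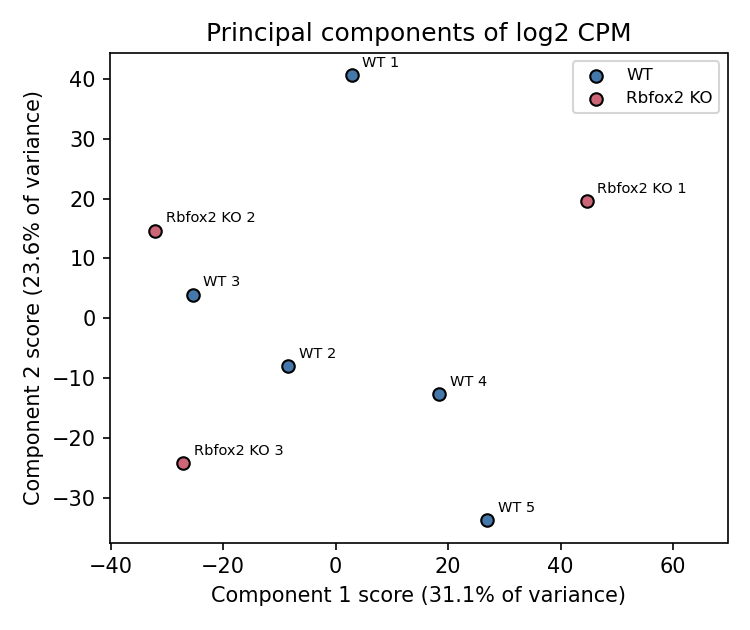
Scores of the 8 livers on the first (x axis, 31.1% of variance) and second (y axis, 23.6%) principal components of log2 CPM, coloured by genotype. On the first component Rbfox2 KO 1 lies at 44.7 while Rbfox2 KO 2 and 3 lie at -32.0 and -27.1, at opposite ends of the 8 samples.

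The 16 genes that the study discusses for cholesterol handling, splicing and lipogenesis were then compared. By edgeR, 0 of the 16 passed an adjusted p of 0.05 over all tested genes, 1 passed when adjusted over the list alone, and 2 had an unadjusted p under 0.05. DESeq2 called 1 of them. In Rbfox2 KO 13 were lower and 3 higher, with log2 fold changes from -0.89 to 0.04. The gene past the list-adjusted threshold was Hmgcs1 (ENSMUSG00000093930, chromosome 13 from 119690379 to 119708260 on the plus strand). It had 139 ± 19.7 CPM (SD, n = 5) in WT and 75.0 ± 14.3 CPM (SD, n = 3) in Rbfox2 KO, a log2 fold change of -0.89 ± 0.16 (SE), with an edgeR adjusted p of 0.254 over all genes and 0.00269 over the list. Of its longest transcript, 14.6% also occurs in transcripts of other genes, so its count is uncertain to that extent. Srebf1 had a log2 fold change of -0.50 ± 0.15 (SE) and an edgeR list-adjusted p of 0.0535. For Scarb1, Abca1, Abcg8, Nr1h2 and Nr1h3, differences between groups were smaller than the spread between replicates. Their log2 fold changes were 0.02, -0.10, -0.04, -0.00304 and 0.04. By qPCR the study reported increases of Abca1, Abcg8, Nr1h2 and Nr1h3 in knockout livers, which these values do not show. It also stated that RBFOX2 deficiency came without changes in cholesterol biosynthesis or lipogenesis, whereas Hmgcs1 was lower here. Whether its qPCR used these mice was not stated.

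Gene sets were compared for the pathways the study discusses. The 21 sterol biosynthesis genes had a median log2 fold change 0.51 below that of all genes (value -0.51, camera adjusted p = 3.36e-21 by limma), and 21 of 21 were lower in Rbfox2 KO. No member passed an edgeR adjusted p of 0.05, and 15 had an unadjusted p under 0.05. Their mean log2 CPM per sample was 4.88 ± 0.164 (SD, n = 5) in WT and 4.22 ± 0.268 (SD, n = 3) in Rbfox2 KO, with every Rbfox2 KO sample below every WT sample. The exact permutation p was 0.0179, the smallest possible, and 0.0893 after adjustment over the 5 sets. The alternative that moved the camera result most estimated the correlation between genes from the samples and gave an adjusted p of 0.0278 by limma. The members with the smallest adjusted p were Mvd (-1.50 ± 0.23 SE, edgeR adjusted p = 0.138), Hmgcs1 (-0.89 ± 0.16 SE, 0.254) and Fdps (-1.17 ± 0.22 SE, 0.289).

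**Figure D3:**
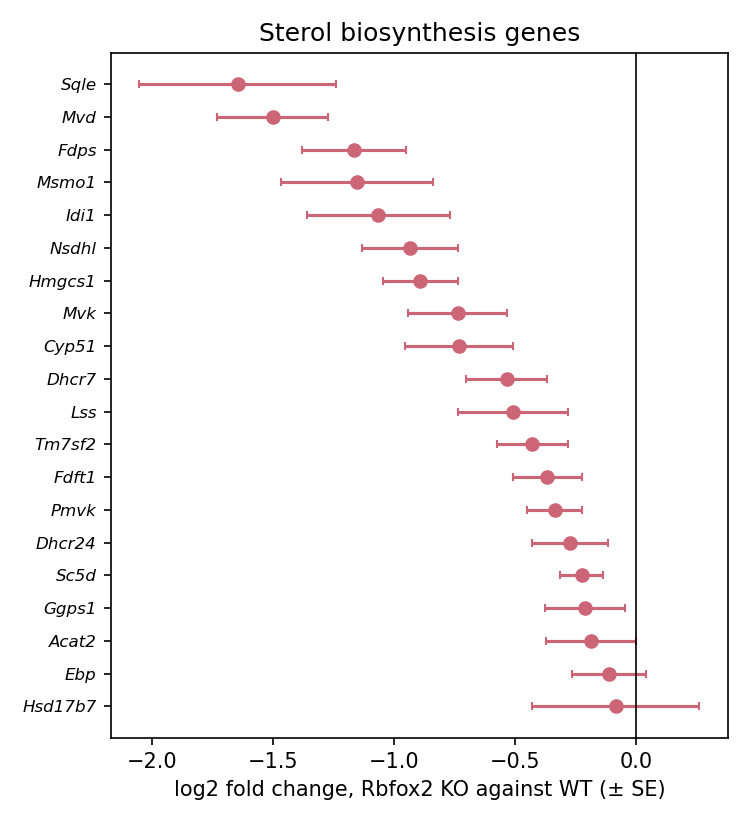
Log2 fold change of Rbfox2 KO against WT (x axis, points, with SE as error bars) for 20 of the 21 sterol biosynthesis genes (y axis). All 20 points lie below 0, from -1.65 for Sqle to -0.09 for Hsd17b7.

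The other sets did not pass the threshold. The value was -0.05 for 16 targets of the liver X receptor (camera adjusted p = 0.0911 by limma) and -0.13 for 18 bile acid and farnesoid X receptor genes (0.0911). It was -0.05 for 79 nuclear genes of oxidative phosphorylation (0.115) and -0.07 for 13 mitochondrial DNA-encoded genes (0.190).

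The sample number was also fitted as a replicate block. Same-numbered samples of the groups deviated from their group means with a mean correlation of 0.127, against -0.0313 for samples with different numbers, and single pairs with different numbers ranged from -0.412 to 0.371. With the block, edgeR again gave 0 genes past the adjusted threshold, with 739 at an unadjusted p under 0.05 against 694 without it. The log2 fold change of Rbfox2 was -0.96 (edgeR adjusted p = 0.285) against -1.03 without the block, and 0 of the 16 study genes passed in either fit. The sterol set had -0.49 (limma camera adjusted p = 1.77e-18) against -0.51, and the liver X receptor set -0.03 (0.0972) against -0.05. The bile acid and farnesoid X receptor set passed with the block, at -0.20 (0.0444) against -0.13, as did the nuclear oxidative phosphorylation set, at -0.17 (2.81e-08) against -0.05. Without the block and with the correlation between genes estimated, their adjusted p was 0.462 and 0.786 by limma camera. The mitochondrial DNA-encoded set had -0.12 (0.0735) against -0.07. The block estimates rest on the 3 shared numbers, since WT 4 and WT 5 have numbers of their own.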

Values the study reported

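Comparing the transcriptomes of both genotypes on the fructose diet, the study reported pathway ratios of 0.138 for cholesterol biosynthesis and 0.214 for the mevalonate pathway. The ratio it gave was 0.02 for the liver X receptor pathway and 0.02 for the farnesoid X receptor pathway. For oxidative phosphorylation the ratio was 0.138, and for mitochondrial dysfunction 0.0877.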

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

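All tests of this part were chosen after the result was seen, except the comparison of gene proportions between WT 1 and Rbfox2 KO 1. Of 43 values tested for a sample set apart from the other WT samples, 1 passed a critical value of 0.71 for the gap over the range, where chance alone gives 2.15.

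Transcripts of 12 pancreatic exocrine genes, a list fixed before the data were examined, summed to 465 CPM in Rbfox2 KO 1, against 4.78 to 17.2 CPM in the 5 WT samples. They made up 0.0597% of its counts (95% Wilson interval 0.0588% to 0.0607%), and Amy2a5 alone had 250 CPM. Of these genes 11 were too low elsewhere to be tested for genotype, so most of the signal lies outside the comparisons. Cela1 was tested, with 27.2 CPM in Rbfox2 KO 1 against 4.69 to 6.94 CPM in the other samples, and genes beyond the list were not checked. RNA from pancreatic tissue is a candidate source, since 10 of 12 genes reached 3 counts there and were over 10 times higher than in any other sample. An effect of genotype was not supported, since 0 of these 10 genes reached 3 counts in Rbfox2 KO 2 or 3. This criterion replaced others on the sum, where Rbfox2 KO 2, at 5.90 CPM of which Cela1 made 5.74, exceeded the WT samples other than WT 1 (4.78 to 5.26 CPM). How the tissue entered the sample was not tested.

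WT 1 stood apart from the other WT samples in the same sum, at 17.2 CPM against 4.78 to 5.26 CPM, with a gap of 0.961 of the range. Of the 12 genes, 11 had more counts there than in any other WT sample, so a smaller amount of pancreatic RNA is a candidate source. Carry-over of reads from the library of Rbfox2 KO 1 could not be excluded. Over 10 genes the proportions differed (permutation chi-square p = 0.0007), with WT 1 at 0.954% to 4.202% of the counts of Rbfox2 KO 1, but this test takes amplified reads as independent molecules. No biological explanation was tested.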

How the results depend on the processing

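The repeat of DESeq2 without each sample was chosen after the data were seen. The sterol set kept its direction and passed its threshold in all 16 alternatives, from -0.64 to -0.43, with adjusted p from 1.05e-35 to 0.0278. Rbfox2 stayed lower in all 19 alternatives run for it, from -1.30 to -0.85. In the 18 with an adjusted p it ran from 0.0019 to 0.772, and 1 passed.

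The count of genes past the threshold was 0 (694 unadjusted) and became 59 with the DESeq2 Wald test (722 unadjusted; 22 higher, 37 lower), 6 with no filter on low counts (1036 unadjusted; 2 higher, 4 lower) and 1 at an adjusted p under 0.1. It stayed at 0 with the other scalings, limma-voom, the stricter filter, the non-robust fit and each sample left out. DESeq2 called 32 to 107 genes across the fits that each left out one sample. By DESeq2, Rbfox2 passed at -1.03, 1 of the 16 study genes passed, and the liver X receptor (-0.0468), farnesoid X receptor (-0.132) and nuclear oxidative phosphorylation (-0.0495) sets passed. In simulated counts 21.3% of DESeq2 calls were unchanged genes. Whether this accounts for these differences could not be decided. The number of genes changed here is not known, and the simulation left out variation shared between genes. Their cause was not settled.

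With the replicate block, the farnesoid X receptor set (-0.201) and the nuclear oxidative phosphorylation set (-0.168) passed. These passes, and those by DESeq2 and with a sample left out, used an inter-gene correlation of 0.01. By camera with that correlation and no block, 17 and 44 of the other splits also gave these 2 sets a p under 0.05. With the correlation estimated and no block, their adjusted p was 0.462 and 0.786 by limma camera. Passing at 0.01 is thus weak evidence for these sets. Directions reversed for Rbfox1 (0.45), Rbfox3 (-0.0772), Abcg8 (0.0251), Nr1h3 (-0.0218), Scarb1 (-0.0250) and Sec31a (0.0416), none near a threshold. The cause was not tested.

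Across the fits that each left out one sample, the value ranged from -0.116 to -0.0233 for the liver X receptor set, from -0.204 to -0.0605 for the farnesoid X receptor set, from -0.139 to 0.0420 for nuclear oxidative phosphorylation, and from -0.217 to 0.0970 for the mitochondrial DNA-encoded set. Nuclear oxidative phosphorylation reversed without WT 1 (0.0420) or Rbfox2 KO 3 (0.0347), and the mitochondrial DNA-encoded set without Rbfox2 KO 1 (0.0970). Without WT 5 these 4 sets passed (adjusted p = 0.0315, 0.0196, 1.98e-06 and 0.0276 by limma, in the order above). Without Rbfox2 KO 3 the liver X receptor (0.0416), farnesoid X receptor (0.0186) and mitochondrial DNA-encoded (0.0027) sets passed, and without Rbfox2 KO 2 the nuclear set did (0.000175). With all samples and the correlation between genes estimated, the 4 sets had adjusted p of 0.176, 0.462, 0.786 and 0.771 by limma camera, in the same order. Separation of the groups ranged from -1.41 to 5.35 and reversed without WT 4 (-1.41) or WT 5 (-0.172). Log2 fold changes ranged from -5.98 to 0.263 for Rbfox1, -0.0704 to 0.0833 for Rbfox3, -0.185 to 0.0647 for Abcg8, -0.120 to 0.0503 for Nr1h2, -0.0193 to 0.0814 for Nr1h3, -0.388 to 0.0156 for Apob, -0.0749 to 0.137 for Scarb1, -0.269 to 0.00879 for Pla2g6 and -0.0447 to 0.109 for Numb. The cause was not tested. Rbfox1 had 0 counts in Rbfox2 KO 2 and 3 and 19 in Rbfox2 KO 1, whose omission gave -5.98. WT 1 to 5 had 4, 2, 2, 15 and 16 counts. The highest, in Rbfox2 KO 1, WT 4 and WT 5, fell where skeletal muscle sums were largest (267, 331 and 439 CPM). The paper lists muscle among the tissues expressing Rbfox1. The range of Rbfox1 may thus reflect muscle transcript or a low level, which was not tested.

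Single named genes other than Rbfox2, which is given above, had 84 values under DESeq2 size factors, the DESeq2 test, limma-voom and the block. Of these, 74 kept direction and side of the threshold, 4 passed it under DESeq2 and 6 reversed. Of 166 with a sample left out, 148 did and 18 reversed. Fisher's exact test of the sets could not be run with 0 genes past the threshold, and the mitochondrial DNA-encoded set has no value where its genes were left out.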

Other observations

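The tests of this part were chosen after the results were seen, except those of GC content and length, shared sequence, time of day, and the splits of the samples for the gene sets and for the counts by DESeq2 and at an unadjusted p.

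The sterol biosynthesis genes were lower in Rbfox2 KO livers, and technical explanations were weighed. The set difference was -0.44 without Rbfox2 KO 1, the sample with pancreatic transcripts, and passed its threshold. Library totals in place of TMM moved the median of all genes to 0.12 and the set difference, which is relative to that median, to -0.52. Not taken relative to it, the median log2 fold change of the set was -0.40 with library totals, so scaling was not supported as a cause, by a criterion revised after the values were seen. Total counts did not differ (exact permutation p = 0.839). Of 10000 random lists matched on expression, GC content and length, 0 had a median as low (the lowest was -0.12), a permutation p of 0.0001, the smallest they can give. The 14 of 21 members sharing under 5% of their sequence with other genes gave -0.52. With the correlation between genes estimated, the adjusted camera p was 0.0278 by limma. Time of day could not be excluded: the clock genes did not differ as a list (camera p = 0.728 by limma, exact permutation p = 0.804), but they peak in opposite phases, so a shift can cancel. Single clock genes had log2 fold changes from -0.32 to 0.53. Feeding state could not be excluded: the fasting-responsive list did not differ by its exact permutation test (p = 0.196), but its camera p was 0.0232 by limma, with a median log2 fold change of 0.21, and this criterion was widened to camera after its values were seen. Rbfox2 KO 1 had the lowest sterol score (3.94) and also the lowest fasting sum, 7886 CPM, against 10292.5 to 11708 CPM in WT and 13961 and 14954 CPM in Rbfox2 KO 2 and 3, which goes against feeding state in that sample. Members differed there: Fgf21, chosen after its values were seen, was at 24.3 CPM in Rbfox2 KO 1 against 6.75 to 15.8 CPM in WT. By these tests the sterol difference cannot be told apart from a difference in time of day or feeding state, and a genotype effect remains a hypothesis. The study reported more cholesterol and cholesteryl esters in knockout livers on this diet, which these tests do not address.

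Other splits of the samples also gave small camera p-values. Of the other 55 splits, 28 gave the sterol set a p under 0.05, but many of these keep most Rbfox2 KO samples together: it was so in 10 of 10 splits with 0 Rbfox2 KO samples in the group of 3 and in 12 of 15 with 2. Of the 30 splits with 1 Rbfox2 KO sample there, 6 gave the sterol set and 25 the nuclear oxidative phosphorylation set a p under 0.05. Against the 8 splits that part all 3 same-numbered samples, the number with a result as large, the real one included, was 1 for the sterol set, 1 for the liver X receptor set, 4 for the farnesoid X receptor set, 7 for nuclear and 6 for mitochondrial DNA-encoded oxidative phosphorylation. It was 2 for the count at an unadjusted p (694) and 1 for the DESeq2 count. For the edgeR count and the study genes it was 8, which is fixed in advance since both counts were 0, and 2 other splits of all 56 gave edgeR genes (4 and 117). With 8 splits the share cannot fall under 0.05. The remaining splits keep at least 1 same-numbered pair together, and nothing in the labels says that the numbers pair mice. Over all 56 splits the numbers were 1 for the sterol set, 2 for the liver X receptor set, 18 for the farnesoid X receptor set, 47 and 34 for the oxidative phosphorylation sets, 18 for the unadjusted count and 8 for the DESeq2 count.

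DESeq2 called 59 genes and edgeR 0 (694 unadjusted). In simulated counts 42 of 197 DESeq2 calls (21.3%) and 11 of 153 edgeR calls were unchanged genes. With no gene changed, DESeq2 made 14 calls and edgeR 0. How much of the gap this error rate accounts for could not be decided. The number of genes changed here is not known, and the simulation left out variation shared between genes. The cause of the gap was not settled. Over the other splits DESeq2 called a median of 3 genes and at most 502. The split with 502 (WT 1, Rbfox2 KO 1 and 2) had 0 edgeR genes. So had one with 118 (WT 1, WT 2 and Rbfox2 KO 1), so a gap of this kind also arose in other groupings.

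Transcript of Rbfox2 remained at 49.0% of WT. This is not a measure of remaining protein, which the study found undetectable by western blot in knockout livers. The study also detected Rbfox2 in endothelial cells of the liver, in single-cell data. A mislabelled sample was not supported, since 0 Rbfox2 KO samples lay within the WT range. Transcript from cells other than hepatocytes, or from the deleted allele, was not tested.

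The first principal component correlated with skeletal muscle transcripts, a list chosen after the data were seen, which the adjustment does not cover. Summed over 10 genes, these ran from 0.786 CPM in Rbfox2 KO 2 to 439 CPM in WT 5. Across the 8 samples, the log2 sum correlated with the component (Pearson r = 0.917, permutation p = 0.0016, adjusted 0.0032 over 2 relations; Spearman rho = 0.929, permutation p = 0.0022, adjusted 0.0045). Without the 2 samples farthest from the median, r was 0.939. The 10 genes also enter the component, and with them left out of it r was 0.862. The Mup share correlated as well (r = -0.755, permutation p = 0.0200; rho = -0.667, permutation p = 0.0831), with r at -0.508 without 2 samples and -0.804 with the muscle genes left out of the component. Within WT, the muscle sum and the component put the samples in the same ascending order (WT 3, WT 2, WT 1, WT 4, WT 5). The same held within Rbfox2 KO (Rbfox2 KO 2, Rbfox2 KO 3, Rbfox2 KO 1). The Mup share did not follow the reverse of these orders in either genotype. No test was run within genotype, and 3 Rbfox2 KO samples are too few for one. The muscle sum did not differ between genotypes (exact permutation p = 0.304). Muscle tissue carried over at dissection is a candidate source of this variation, which was not tested further.

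How reads with several alignments were counted was examined on 27 groups of genes with the same transcript sequence and at least 10 counts. Under the first criterion set, counts at every copy should agree within 5% in over 50 of 100 groups, and 48.1% did, which does not support counting at every copy. In all 3 criteria were tried. A stricter form of the first left it open, and the last, chosen after single counts had been seen, gave a median squared difference over sum of 0.0294, where random assignment to one copy gives about 1. Of the 27 groups, 16 had a value under 0.1 and 5 had identical counts in every sample. These values argue against random assignment to one copy in those groups. Since the criteria disagree and were revised, counting at every copy remains open, and near-identical genes stay uncertain.

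By edgeR the share of sterol genes past the threshold here was 0 of 21 (15 unadjusted). That is lower than the cholesterol biosynthesis and mevalonate ratios quoted from the study above. The shares were 0 of 79 (0 unadjusted) for nuclear oxidative phosphorylation, 0 of 16 (2 unadjusted) for the liver X receptor list and 0 of 18 (2 unadjusted) for the farnesoid X receptor list. These are lower than the ratios quoted from the study above. Since edgeR called 0 of all 14654 genes (694 unadjusted), each share was fixed at 0, and these differences carry no weight. DESeq2 called 7 of the 21 sterol genes. That share is higher than the cholesterol biosynthesis and mevalonate ratios quoted from the study above, which came from other gene lists. All 59 DESeq2 calls had an unadjusted edgeR p under 0.05. Among the 79 nuclear and 13 mitochondrial DNA-encoded oxidative phosphorylation genes, 0 and 0 had such a p. DESeq2 therefore called 0 of these genes, a share lower than the oxidative phosphorylation ratio quoted from the study, which also came from another gene list.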
